A study of Mus musculus with 8 samples.

How the data were processed

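RNA was measured in left ventricles of mice whose heart muscle, per the labels, carried or lacked Lin28a, an RNA-binding protein that blocks maturation of let-7 microRNAs. The 8 libraries fall into 4 groups of 2 libraries each. Floxed littermates (Lin28afl/fl, with the gene intact) and mice with a cardiac knockout of Lin28a (cKO) had either a sham operation or transverse aortic constriction (TAC), a band around the aorta that raises the pressure load on the left ventricle. Hearts with TAC were taken at day 5, and no day is stated for the sham hearts. Per the labels, RNA was extracted with Trizol, made into stranded mRNA libraries and sequenced as paired 50 bp reads on a HiSeq 2500. The labels call the libraries duplicates without stating that each came from a separate animal, so the p-values measure only the spread between these samples.

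The authors named Bowtie2 2.2.6, HTSeq and DESeq2 with the mm10 genome. The gene annotation, the counting settings and the order of the tools are not given in the sources used here. The values by the authors are CPM, the reads of a gene scaled by the reads assigned to all genes counted in the library. They cover 13439 genes, with 1 column per library. In each library 100% of the values were whole multiples of 1 read within 0.02 reads, so the reads could be recovered. No scaling between libraries beyond the library total was present. Each listed gene exceeded 1 CPM in at least 1 library, the lowest maximum being 1.006 CPM. Between 0.153% and 0.201% of the reads in the total of a library belonged to genes that were not listed. Genes of the mitochondrial genome were not listed, and whether their reads were counted in the total is not stated.

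Library totals were between 10315902 and 21871570 reads. In these libraries 3 reads, the upper limit that a count of 0 allows, correspond to 0.137 to 0.291 CPM. This limit covers counting error only, since reads without molecular identifiers are not independent molecules. The 10 most abundant genes took 9.14% to 13.58% of a library.

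The design, the gene lists, the rule for named genes and most of the alternatives were chosen before the data were examined. That plan named edgeR on counts as the test, with limma on log2(value + 1) if the values were not counts. Because the values are CPM, limma 3.58.1 with a trended variance was applied to log2(CPM + 1), under R 4.3.3, with 1 coefficient per group and all 8 libraries in the fit. Genes with at least 1 CPM in at least 2 libraries were tested, which kept 13120 genes and removed 319. A gene passed the threshold at a Benjamini-Hochberg adjusted p under 0.05. Values are given as log2 differences ± the standard error of the fit, or as mean CPM ± SD of the 2 libraries of a group. Data of this size were simulated with genes changed in the floxed TAC libraries alone, 66 by 1.5-fold, 67 by 2-fold and 67 by 4-fold. The test recovered 7.6%, 58.2% and 89.6% of them. Of the 109 genes called there, 5 had not been changed. An adjusted p depends on how many genes change, and 5562 genes passed in the real floxed comparison. The simulated shares therefore do not describe that comparison.

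The comparisons were TAC against sham in floxed hearts, TAC against sham in cKO hearts, cKO against floxed in sham hearts, cKO against floxed in TAC hearts, the genotype by surgery interaction, and the averages of TAC against sham over genotypes and of cKO against floxed over surgeries. The interaction is the TAC response in cKO hearts minus that in floxed hearts, so a negative value means that a gene rose less, or fell more, in cKO hearts. For the overlap of both TAC responses, shared genes were counted against the number 2 independent sets of those sizes would share. A slope of the cKO response on the floxed response was fitted over all genes by least squares, with the error in the floxed response removed; this slope was not part of the plan. The TAC comparisons in floxed and in cKO hearts share no library, whereas each genotype comparison shares libraries with both.

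The 31 gene lists hold 486 members, of which 436 were listed, 3 of them under a synonym. They cover the hypertrophy and fetal gene program, adult contraction and calcium handling, extracellular matrix and fibrosis, fatty acid uptake and oxidation, oxidative phosphorylation, glycolysis and glucose uptake, serine, one-carbon, pentose and nucleotide synthesis, the integrated stress response, let-7 targets, cell proliferation, ribosome biogenesis, immediate early genes, the interferon response, inflammatory cytokines and acute phase, the hypoxia response and the circadian clock. Cell type and quality lists hold markers of cardiomyocytes, macrophages, neutrophils, lymphocytes, endothelium, fibroblasts, smooth muscle and pericytes, atria, erythroid cells, adipocytes, skeletal muscle, Schwann cells and mesothelium, sex-linked transcripts and mitochondrial genome transcripts. A list was tested when at least 3 members were tested, which left out lymphocyte markers (1 member), adipocyte markers (0 members) and mitochondrial genome transcripts (0 members). Lists were compared with all other genes by camera in limma with a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. The fry test asked a different question, whether the genes of a list moved on balance one way, without a comparison with other genes. Members past the threshold were counted over all genes tested and adjusted over the list alone.

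Named genes are a fixed set (Pck2, Nppa, Nppb, Myh7, Myh6, Acta1, Atp2a2, Postn and Col1a1), up to 8 higher and 8 lower genes per comparison with the largest change among those past the threshold, and up to 4 members of each list with the smallest p; 1 gene that met this rule is not reported here. The up to 8 genes needed a mean of at least 5 CPM and, except for the interaction, both libraries of a group above both of the other, and gene models without a name were left out. Lin28a and Lin28b, which the rule also names, were not analysed here. Genome positions are those of GENCODE M21 on GRCm38, which gave 13353 of the symbols a position.

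The alternatives were RLE size factors, no filter on low values, at least 1 CPM in 4 libraries, a pseudocount of 0.1, the replicate number as a block, limma-voom and DESeq2 1.42.0 on the recovered reads, fits to only the 4 libraries compared, leaving out each library in turn, and adjusted p thresholds of 0.01 and 0.10. Scaling by library totals alone coincides with the values as given. Chosen after seeing the data were TMM factors, the edgeR 4.0.16 quasi-likelihood test on recovered reads, a fit without the 3 libraries with atrial transcripts, and the repeats of the list tests, of the slope and of most of the overlap under these settings. With a library left out, the lone library of a group was assumed to vary like the other groups.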

Results

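Left ventricular RNA of mice was sequenced in 8 libraries, 2 in each of 4 groups: floxed sham, floxed TAC, cKO sham and cKO TAC. Per the labels, floxed hearts carried intact Lin28a and cKO hearts lacked it in heart muscle. The series asks whether loss of Lin28a changes the hypertrophy that pressure overload induces, as its title states. Reads assigned to genes numbered 15413668 and 16662137 in floxed sham libraries, 21871570 and 21526001 in floxed TAC libraries, 10315902 and 15069193 in cKO sham libraries and 18128090 and 17353978 in cKO TAC libraries. Transcripts of Lin28a, the targeted gene, were not analysed here, so the genotypes rest on the labels alone, in floxed and cKO hearts alike. On the first principal component, which held 72.1% of the variance, floxed sham libraries lay at -37.8 and -35.2, cKO sham libraries at -31.3 and -31.9, cKO TAC libraries at -8.9 and 14.6 and floxed TAC libraries at 64.7 and 65.8. Transcripts of the X-inactivation RNA Xist were at 44.3 CPM in cKO sham 2 and at most 0.173 CPM in the other 7 libraries, and the Y-linked Ddx3y was at 0 CPM in cKO sham 2. The atrial light chain Myl7 was at 133 CPM in floxed sham 2, 65 CPM in cKO sham 2 and 66.2 CPM in cKO TAC 2, against 0.511 to 6.16 CPM in the other 5 libraries.

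TAC against sham in floxed hearts shows the response to pressure overload with Lin28a intact. Hypertrophy, matrix, cell cycle and macrophage transcripts rose, and transcripts of adult contraction and of fatty acid and oxidative metabolism fell. The natriuretic peptide gene Nppa (chromosome 4, 148000722 to 148002079) rose from 189 ± 1.35 to 3678 ± 502 CPM (SD, n = 2), and its neighbour Nppb (chromosome 4, 147985788 to 147987205) rose from 75.1 ± 2.57 to 1217 ± 183 CPM. Periostin (Postn, chromosome 3, 54361109 to 54391037), made by activated fibroblasts, rose from 47.9 ± 4.55 to 1607 ± 129 CPM. The calcium pump gene Atp2a2 fell from 20442 ± 770 to 6216 ± 292 CPM. By limma, 5562 of 13120 genes passed the threshold, 3655 higher and 1907 lower, and 2416 of them changed more than 2-fold.

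Among 13 hypertrophy and fetal program genes 12 were higher and 1 did not pass, and 12 were higher when adjusted over the list alone. Besides Nppa (log2 4.27 ± 0.19, adjusted p = 3.01e-06) and Nppb (log2 3.99 ± 0.12, adjusted p = 3.79e-07), Fhl1, a LIM domain protein of the sarcomere, and the stress-induced repeat protein gene Ankrd1 rose by log2 3.63 and 2.48. The median of the list was 2.48 and camera gave an adjusted p = 4.01e-07, or 0.198 with an estimated correlation. Skeletal actin (Acta1) rose by log2 3.56 ± 0.43 and the slow myosin gene Myh7 by log2 1.00 ± 0.29. Of 17 genes of adult contraction and calcium handling 12 were lower and 5 did not pass, with 12 lower and 1 higher when adjusted over the list alone. The potassium channel genes Kcnj3 (log2 -2.60), Kcnip2 (log2 -2.27) and Kcnd2 (log2 -2.16), Atp2a2 (log2 -1.72 ± 0.18, adjusted p = 9.89e-05) and the fast myosin gene Myh6 (log2 -1.44 ± 0.31, adjusted p = 0.00486) fell. Contraction genes had a median of -0.94 (camera adjusted p = 2.84e-07, adjusted p = 0.397 with an estimated correlation). Of 12 cardiomyocyte markers 2 were higher, 6 lower and 4 not past, with 3 higher and 7 lower when adjusted over the list alone. Myl2, the ventricular light chain, fell by 1.94 on the log2 scale while the Z-disc gene Csrp3 rose by log2 0.93. Cardiomyocyte markers had a median of -0.50 (camera adjusted p = 0.0337, 0.456 with an estimated correlation and 0.0616 under RLE scaling).

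All 34 extracellular matrix and fibrosis genes were higher, also when adjusted over the list alone, with a median of 3.75 (camera adjusted p = 1.88e-20, adjusted p = 0.397 with an estimated correlation). Connective tissue growth factor (Ctgf, chromosome 10, 24595442 to 24598683) rose by log2 4.54 ± 0.17 (adjusted p = 1.97e-06), Postn by 5.04 ± 0.23 (adjusted p = 3.01e-06), Fstl1 by 3.25 and the collagen gene Col1a1 by 4.33 ± 0.33 (adjusted p = 2.29e-05). Osteopontin (Spp1), tenascin C (Tnc), the inhibitor of metalloproteinases Timp1, the collagen cross-linking enzyme Lox, Ltbp2 and Thbs1 were among the 8 most increased genes, with log2 changes of 8.57, 8.03, 6.48, 6.11, 5.59 and 5.52. Spp1 went from 0.47 to 640 ± 447 CPM. The other 2 were Sprr1a at log2 8.50 and Nmrk2, a kinase of NAD synthesis, at log2 5.53. Macrophage markers were all higher, 15 of 15 and 15 when adjusted over the list alone, among them the monocyte receptor Ccr2 (log2 4.28), complement C1qb (log2 2.02) and Cd68 (log2 2.74). Their median was 2.58 (camera adjusted p = 9.73e-10, adjusted p = 0.397 with an estimated correlation). Of 28 proliferation genes 27 were higher and 1 lower, the same when adjusted over the list alone, with Plk1 (log2 3.24), Bub1b (log2 2.68), Aurka (log2 2.44) and Cdk1 (log2 2.72), all mitotic regulators. Proliferation genes had a median of 2.44 (camera adjusted p = 6.49e-10, adjusted p = 0.456 with an estimated correlation). Of 13 inflammatory and acute phase genes 10 were higher and 3 not past (11 higher when adjusted over the list alone), led by Socs3 at log2 3.12 and Ptx3 at log2 2.03. Inflammatory genes had a median of 1.47 (camera adjusted p = 0.00286, adjusted p = 0.456 with an estimated correlation). Of 18 immediate early genes 16 were higher and 1 lower, the same when adjusted over the list alone, including Btg2 (log2 1.83) and Egr2 (log2 4.20). Immediate early genes had a median of 1.25 (camera adjusted p = 0.0012, adjusted p = 0.456 with an estimated correlation).

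Fatty acid uptake and oxidation fell as a list, with 26 of 27 members lower and 26 when adjusted over the list alone. Acadm, the medium-chain dehydrogenase, fell from 1205 ± 0.856 to 406 ± 34.3 CPM, and Eci1 (log2 -1.66), Hadh (log2 -1.77) and Acsl1 (log2 -1.66), further enzymes of the pathway, fell as well. Fatty acid genes had a median of -1.41 (camera adjusted p = 4.04e-20, adjusted p = 0.397 with an estimated correlation). All 30 oxidative phosphorylation genes were lower, also when adjusted over the list alone, such as the complex I subunit Ndufs1 (log2 -1.19) and the cytochrome oxidase subunit Cox8b (log2 -1.11). Oxidative phosphorylation genes had a median of -0.77 (camera adjusted p = 4.24e-17, adjusted p = 0.397 with an estimated correlation). Of 26 genes of serine, one-carbon, pentose and nucleotide synthesis 15 were higher, 1 lower and 10 not past, the same when adjusted over the list alone. G6pdx, which feeds the pentose pathway, rose by log2 1.73, and Psat1 and Mthfd2 of serine and folate metabolism by log2 2.16 and 2.21. These synthesis genes had a median of 0.60 (camera adjusted p = 0.0153, adjusted p = 0.490 with an estimated correlation). Pck2, the mitochondrial phosphoenolpyruvate carboxykinase, rose by log2 0.80 ± 0.19 (adjusted p = 0.00756). Of 22 ribosome biogenesis genes 12 were higher and 1 lower, the same when adjusted over the list alone, among them Rrp12 at log2 1.40. Ribosome biogenesis genes had a median of 0.42 (camera adjusted p = 0.0425, 0.521 with an estimated correlation, 0.0799 under RLE scaling, and 0.102 and 0.115 without floxed sham 2 and floxed TAC 2). Of the 8 most decreased genes, the carboxylesterase gene Ces1d (log2 -4.95), Scn4b (log2 -3.96), a sodium channel subunit, Inmt (log2 -3.41) and Kcnv2 (log2 -3.31) had adjusted p values from 4.62e-06 to 2.82e-05, and the others were Cyp26b1, Art5, Mylk4 and Fbp2 at log2 -4.04 to -3.10.

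The other 16 lists did not pass in floxed hearts by camera. Their medians were -0.03 for glycolysis and glucose uptake, 0.47 for the integrated stress response, 0.32 for let-7 targets, 0.45 for the interferon response, 0.17 for the hypoxia response, -0.35 for the circadian clock, 0.99 for neutrophil, -0.22 for endothelial, 0.22 for fibroblast, -2.08 for atrial, -0.48 for erythroid, -1.04 for skeletal muscle, 0.47 for Schwann cell and 1.00 for mesothelial markers and -0.16 for sex-linked transcripts. For smooth muscle and pericyte markers the median was 0.15 and the mean 0.53 while camera gave a lower rank. Within let-7 targets 6 of 18 were higher and 0 lower, the same when adjusted over the list alone, including Igf2bp2 (log2 2.08) and Myc (log2 2.76). The median of all genes was 0.14 in this comparison and 0.00 after RLE scaling, and relative to it the lists stood at 3.62 for matrix, 2.35 for hypertrophy, -1.55 for fatty acid oxidation and -0.91 for oxidative phosphorylation. The share of higher genes among those past the threshold was 65.7% as scaled by the authors, with 3655 higher and 1907 lower, against 2975 higher and 2604 lower under RLE. Without floxed sham 1 the count was 3618 and Myh6 missed the threshold (adjusted p = 0.0557), and Myh7 missed it without floxed TAC 2 (adjusted p = 0.148), without floxed sham 2 (adjusted p = 0.160) and in DESeq2 (adjusted p = 0.0991). In limma-voom Sprr1a (adjusted p = 0.0868) and Cyp26b1 (adjusted p = 0.0572) missed it.

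**Figure D1:**
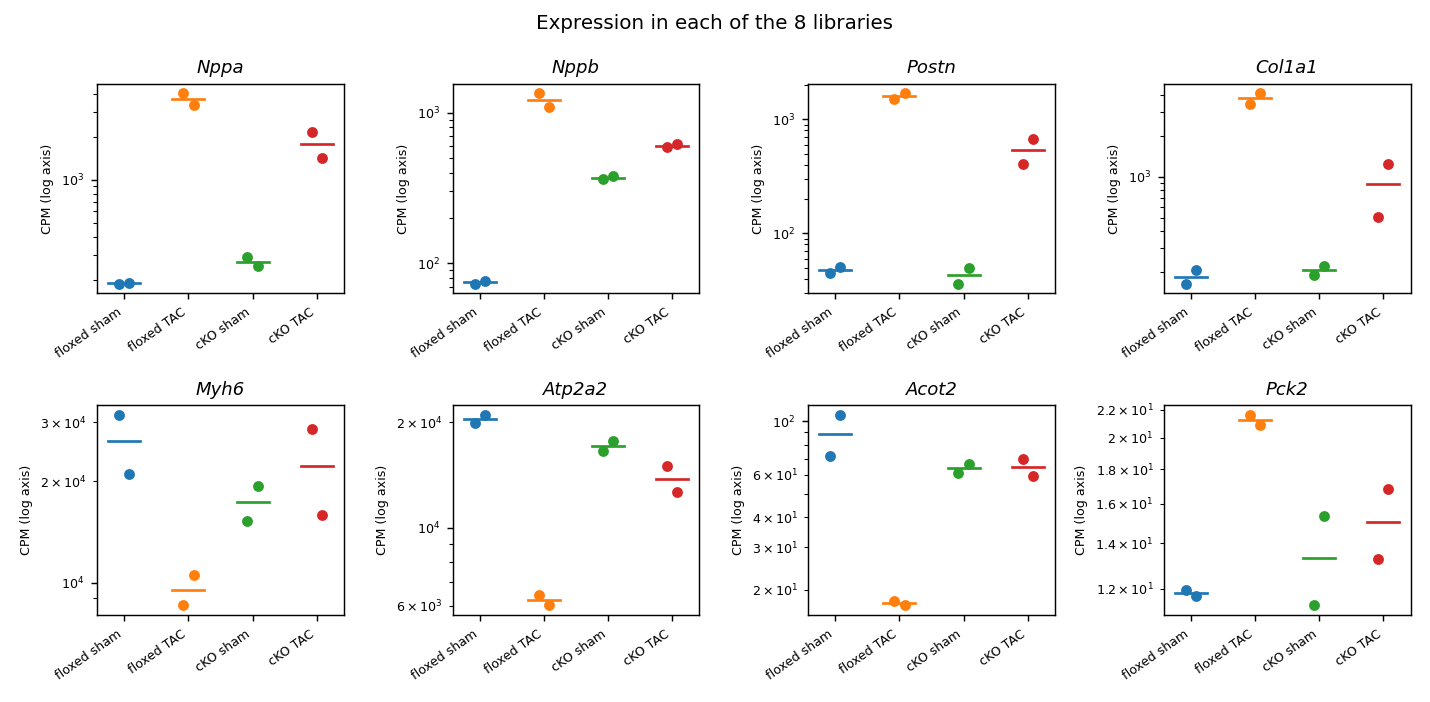
Expression of 8 genes in each library, as CPM on a log axis, with a point per library and a line at the mean of the 2 libraries of a group. Nppa, Nppb, Postn and Col1a1 were highest and Atp2a2 and Acot2 lowest in floxed TAC hearts, with cKO TAC hearts in between for Nppa, Postn, Col1a1 and Atp2a2.

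TAC against sham in cKO hearts shows the same response without Lin28a in heart muscle. Matrix, hypertrophy, cell cycle and macrophage transcripts rose, whereas no gene of the fatty acid, oxidative phosphorylation or glycolysis lists passed the threshold. Postn rose from 42.9 ± 9.37 to 540 ± 194 CPM (n = 2), Nppa from 267 ± 27.2 to 1790 ± 539 CPM and Acta1 from 644 ± 352 to 9214 ± 2021 CPM. Past the threshold by limma were 332 genes, 274 higher and 58 lower, and 236 of them changed more than 2-fold.

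Of the 13 hypertrophy and fetal program genes 8 were higher and 5 not past (10 higher when adjusted over the list alone), with Nppa (log2 2.71, adjusted p = 0.000397), Fhl1 (log2 2.33), Ankrd1 (log2 1.73) and Acta1 (log2 3.94 ± 0.43, adjusted p = 0.0031). Nppb rose by log2 0.70 ± 0.12 (adjusted p = 0.0179). The list passed both with the preset correlation (median 0.91, adjusted p = 4.13e-14) and with an estimated correlation (adjusted p = 0.0485), the latter being the only such list call over the 5 comparisons between groups and their interaction. Of 34 matrix genes 25 were higher and 9 not past, and all 34 were higher when adjusted over the list alone. Thrombospondin 4 (Thbs4, log2 3.01), Postn (log2 3.59 ± 0.23), Fstl1 (log2 1.68) and Col12a1 (log2 3.37) rose. Matrix genes had a median of 1.79 (camera adjusted p = 5.05e-41, adjusted p = 0.305 with an estimated correlation). Col1a1 rose by log2 1.95 (adjusted p = 0.0174), Tnc by log2 4.75, Ltbp2 by log2 4.14, Spp1 by log2 3.70 and Timp1 by log2 3.27, and outside this list Sprr1a rose by log2 4.51. Of 28 proliferation genes 15 were higher and 13 not past (25 higher when adjusted over the list alone), including Bub1b (log2 2.52), Mki67 (log2 2.90), Prc1 (log2 2.72) and Top2a (log2 2.72). Proliferation genes had a median of 1.46 (camera adjusted p = 2.09e-22, adjusted p = 0.321 with an estimated correlation). Of 15 macrophage markers 12 were higher and 3 not past (14 higher when adjusted over the list alone), including C1qb (log2 1.33) and Cd68 (log2 1.42). Macrophage markers had a median of 1.17 (camera adjusted p = 2.36e-16, adjusted p = 0.305 with an estimated correlation).

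No fatty acid oxidation gene passed on its own, and 7 of 27 were lower when adjusted over the list alone. Acadm (log2 -0.49, adjusted p = 0.0623) and Etfb (log2 -0.49, adjusted p = 0.0742) came closest. Fatty acid genes had a median of -0.28 (camera adjusted p = 5.4e-07, adjusted p = 0.677 with an estimated correlation and 0.087 without cKO TAC 2). Of 30 oxidative phosphorylation genes 0 passed and 1 was lower when adjusted over the list alone, with Ndufv1 at log2 -0.51 (adjusted p = 0.0546). Oxidative phosphorylation genes had a median of -0.27 (camera adjusted p = 3.62e-10, adjusted p = 0.677 with an estimated correlation). Of 18 immediate early genes 2 were higher (7 higher when adjusted over the list alone), among them Jun at log2 0.96 (adjusted p = 0.0167). Immediate early genes had a median of 0.58 (camera adjusted p = 0.00134, 0.677 with an estimated correlation and 0.152 without cKO TAC 2). Endothelial markers had 0 of 11 genes past the threshold, also when adjusted over the list alone, with Tie1 at log2 -0.49 and Tek at log2 -0.43. Endothelial markers had a median of -0.30 (camera adjusted p = 0.00268, 0.677 with an estimated correlation and 0.327 without cKO TAC 1). Among 17 adult contraction genes 0 passed, with 1 higher when adjusted over the list alone, and Myh6 (log2 0.31, adjusted p = 0.691) and Atp2a2 (log2 -0.32, adjusted p = 0.422) did not pass. Myh7 (log2 0.49, adjusted p = 0.445) and Pck2 (log2 0.17, adjusted p = 0.722) did not pass either. The genes that fell most were Gbp1, a GTPase of the interferon response (log2 -3.28), Dcdc2a (log2 -2.38), the liver-type glycogen phosphorylase Pygl (log2 -1.93), Abca4 (log2 -1.70) and Ift81 (log2 -1.48), followed by Scgb1c1, H2-T24 and Pla2g4e at log2 -1.34 to -1.18. Hypoxia, smooth muscle and Schwann cell lists did not pass (camera adjusted p = 0.798, 0.807 and 0.807), with a negative camera sign although their medians were 0.02, 0.12 and 0.13, nor did atrial markers (adjusted p = 0.795), with a median of -0.04 and a mean of 0.03.

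This count moved with every library: it was 188 without floxed sham 1, 190 without floxed sham 2, 188 without floxed TAC 1, 183 without floxed TAC 2, 160 without cKO sham 1, 71 without cKO sham 2, 615 without cKO TAC 1 and 217 without cKO TAC 2. It was 133 by limma-voom, 687 by DESeq2, 45 in a fit of the 4 cKO libraries and 53 without the 3 libraries with atrial transcripts. Of the 40 named genes past the threshold 21 lost it without at least 1 library, among them Nppb (highest adjusted p = 0.0896, without cKO sham 2), Col1a1 (0.0853, without cKO sham 1), Pygl (0.0664, without cKO sham 2), Jun (0.0803, without cKO sham 1), Spp1 (0.0924, without cKO sham 2) and Sprr1a (0.122, without cKO sham 1). Limma-voom gave adjusted p = 0.506 for Sprr1a, 0.388 for Spp1 and 0.249 for Tnc. Of the 40 named genes 13 missed the threshold there, Gbp1 among them.

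The genes changed by TAC in both genotypes overlapped more than independent sets would. The overlap held 264 genes higher in both, where independence gives 76.3, and 48 genes lower in both, where independence gives 8.4. Changes in opposite directions were seen for 6 genes, where independence gives 56. These were Cnga3, Dcdc2a, Gbp1, Igfbp3 and Pygl, higher in floxed and lower in cKO hearts, and Manba, lower in floxed and higher in cKO hearts; Cnga3, Igfbp3 and Manba were chosen after their values were seen. Across genes, which are not independent replicates, the log2 responses had a Pearson r of 0.617 and a Spearman rho of 0.507, and the slope of the cKO on the floxed response was 0.316. Among the 274 genes higher in cKO hearts the median response was log2 2.23 in floxed and 1.38 in cKO hearts, and 237 of them (86.5%) had the same sign and a smaller response in cKO hearts. The 58 genes lower in cKO hearts had medians of log2 -1.34 and -0.82, and 42 (72.4%) had the same sign and a smaller response in cKO hearts. Being past the threshold in cKO hearts favours large cKO responses, which works against this direction. The slope was 0.417 without cKO TAC 1, 0.209 without cKO TAC 2 and 0.183 without the 3 libraries with atrial transcripts. The overlap of 312 genes became 174 and 173 without floxed sham 1 and 2, 170 and 164 without floxed TAC 1 and 2, 139 and 66 without cKO sham 1 and 2, and 577 and 146 without cKO TAC 1 and 2.

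**Figure D2:**
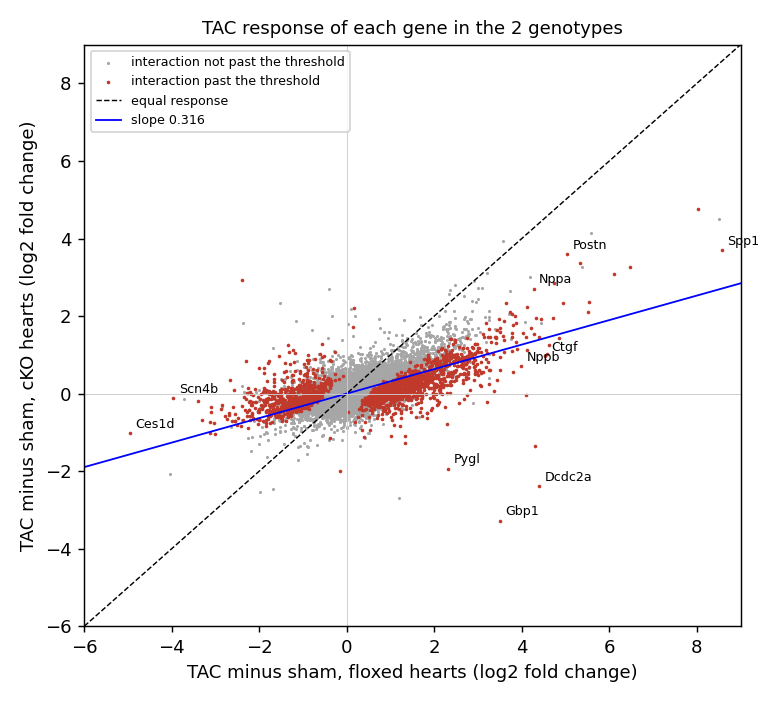
TAC response of each of 13120 genes as log2 fold change, floxed hearts on the x axis and cKO hearts on the y axis, with genes past the interaction threshold in red, a dashed line of equal response and a line at the slope of 0.316. Most genes with a large floxed response lie between the x axis and the line of equal response, and Dcdc2a, Gbp1 and Pygl lie below 0 in cKO hearts.

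cKO against floxed in sham hearts asks what the loss of Lin28a does without pressure overload. Few genes differed. The largest effect relative to its error was in Nppb, which was at 75.1 ± 2.57 CPM in floxed and 371 ± 9.67 CPM in cKO sham hearts (n = 2), a log2 difference of 2.29 ± 0.12 (adjusted p = 7.34e-05). By limma 7 genes passed, 6 higher and 1 lower in cKO hearts, and 1013 had an unadjusted p under 0.05. Besides Nppb these were Pygl (log2 2.81 ± 0.29, adjusted p = 0.0127), Gbp1 (log2 3.36), the phospholipase gene Hrasls (log2 3.32), Dcdc2a (log2 2.59) and Ctgf (log2 1.34 ± 0.17, adjusted p = 0.0366). Pygl went from 4.83 ± 1.06 to 39.7 ± 0.53 CPM. The gene lower in cKO hearts was 2210407C18Rik, at 7.47 ± 0.72 against 0.196 ± 0.00368 CPM (log2 -2.82 ± 0.28, adjusted p = 0.0127), chosen after its values were seen. Of the other fixed genes, Nppa (log2 0.50, adjusted p = 0.599), Myh6 (log2 -0.58, adjusted p = 0.703), Atp2a2 (log2 -0.25, adjusted p = 0.746), Postn (log2 -0.17, adjusted p = 0.868), Col1a1 (log2 0.15, adjusted p = 0.922), Myh7 (log2 -0.29, adjusted p = 0.821), Acta1 (log2 -0.20, adjusted p = 0.922) and Pck2 (log2 0.15, adjusted p = 0.862) did not pass.

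Lists moved little between sham hearts. By camera, adult contraction (median -0.24, adjusted p = 0.000969) and proliferation (median -0.29, adjusted p = 0.000969) ranked lower in cKO sham hearts, and both had an adjusted p = 0.912 with an estimated correlation. Proliferation missed the threshold without floxed sham 2 (adjusted p = 0.347) and without cKO sham 2 (0.434). Of 17 contraction genes 0 passed and 2 were lower when adjusted over the list alone, and of 28 proliferation genes 0 passed on either count. Hcn4 (log2 -1.07, adjusted p = 0.434) and Cenpf (log2 -0.54, adjusted p = 0.475) had the smallest p in these lists. Fatty acid oxidation ranked lower (median -0.09, camera adjusted p = 0.0288, 0.950 with an estimated correlation, 0.0628 under RLE scaling, and 0.311 and 0.846 without floxed sham 2 and cKO sham 2), with 0 of 27 past the threshold and 1 higher, Pdk4 (log2 1.85, adjusted p = 0.388), when adjusted over the list alone. Oxidative phosphorylation ranked higher with 0 of 30 past on either count. Oxidative phosphorylation genes had a median of 0.11 (camera adjusted p = 0.0254, 0.950 with an estimated correlation, 0.126 under RLE scaling, and 0.123, 0.0622 and 0.649 without floxed sham 1, floxed sham 2 and cKO sham 1). Endothelial markers ranked higher with 0 of 11 past and 1 higher when adjusted over the list alone, with Esam at log2 0.55. Endothelial markers had a median of 0.21 (camera adjusted p = 0.013, 0.912 with an estimated correlation, and 0.0713 and 0.0838 without floxed sham 2 and cKO sham 2). Sex-linked transcripts ranked lower (median -1.80, camera adjusted p = 0.0174, adjusted p = 0.912 with an estimated correlation), with cKO sham 2 lacking the Y-linked transcripts, and without that library the adjusted p was 0.331 in the other direction, and without floxed sham 2 it was 0.0622. The hypertrophy list (median -0.08, mean 0.22), the serine and nucleotide synthesis list (median 0.07, mean -0.02) and the inflammatory list (median 0.02, negative camera sign) did not pass, the lowest camera adjusted p being 0.290 for hypertrophy. Without single libraries the gene count was 1 (floxed sham 1), 2 (floxed sham 2), 2 (floxed TAC 1), 2 (floxed TAC 2), 15 (cKO sham 1), 4 (cKO sham 2) and 11 (cKO TAC 2). It was 2 by limma-voom, with 0 lower, so 2210407C18Rik missed the threshold there, and 53 by DESeq2. Nppb passed without each library, whereas without floxed sham 2 the adjusted p was 0.105 for Pygl, 0.326 for Gbp1, Hrasls and Dcdc2a and 0.432 for Ctgf. The list calls were 2 without floxed sham 2 and 3 without cKO sham 2.

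cKO against floxed in TAC hearts compares the genotypes under pressure overload. Matrix, macrophage, proliferation and hypertrophy transcripts were lower in cKO than in floxed TAC hearts, and transcripts of fatty acid oxidation, oxidative phosphorylation and adult contraction were higher. Col1a1 was at 3757 ± 486 CPM in floxed and 879 ± 522 CPM in cKO TAC hearts, Ctgf at 1187 ± 2.16 and 256 ± 63.2 CPM, and Acadm at 406 ± 34.3 and 864 ± 64.3 CPM (n = 2). By limma 3263 genes passed, 1101 higher and 2162 lower in cKO hearts, and 1096 of them differed more than 2-fold. The excess of lower genes depends on the scaling, with 1421 higher and 1751 lower under RLE and 1512 and 1557 by edgeR.

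Of 27 fatty acid oxidation genes all 27 were higher, also when adjusted over the list alone, with Mlycd (log2 1.26), Eci1 (log2 1.24), Hadh (log2 1.29) and the thioesterase gene Acot2 (log2 1.82 ± 0.18, adjusted p = 0.000791). Fatty acid genes had a median of 1.06 (camera adjusted p = 6.64e-24, adjusted p = 0.311 with an estimated correlation). Of 30 oxidative phosphorylation genes 29 were higher and 30 when adjusted over the list alone, with Cox8b at log2 0.81 and Ndufs1 at log2 0.82. Oxidative phosphorylation genes had a median of 0.62 (camera adjusted p = 4.07e-20, adjusted p = 0.347 with an estimated correlation). Of 17 contraction genes 11 were higher and 6 not past (12 higher when adjusted over the list alone), among them Kcnip2 (log2 1.87), Kcnj3 (log2 1.62), Atp2a2 (log2 1.15, adjusted p = 0.00298) and Myh6 (log2 1.17, adjusted p = 0.0242). Contraction genes had a median of 0.71 (camera adjusted p = 4.81e-08, adjusted p = 0.311 with an estimated correlation). Of 12 cardiomyocyte markers 7 were higher and 1 lower, the same when adjusted over the list alone, with creatine kinase Ckm at log2 1.28. Cardiomyocyte markers had a median of 0.64 (camera adjusted p = 0.000692, adjusted p = 0.311 with an estimated correlation). Genes with large increases also included Ces1d (log2 3.54), Scn4b (log2 3.11), the uncoupling protein gene Ucp3 (log2 2.99), Inmt (log2 2.40), Mylk4 (log2 2.22) and Gadd45a (log2 2.07).

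Of 34 matrix genes 30 were lower and 4 not past (32 lower when adjusted over the list alone), with Ctgf (log2 -2.23 ± 0.17, adjusted p = 0.000328), Fstl1 (log2 -1.49), Mfap5 (log2 -1.64), Postn (log2 -1.62, adjusted p = 0.00195) and Col1a1 (log2 -2.23, adjusted p = 0.00233). Matrix genes had a median of -1.69 (camera adjusted p = 1.15e-15, adjusted p = 0.464 with an estimated correlation). All 15 macrophage markers were lower, also when adjusted over the list alone, among them Itgam (log2 -2.13) and Ccr2 (log2 -2.57). Macrophage markers had a median of -1.46 (camera adjusted p = 1.57e-09, adjusted p = 0.347 with an estimated correlation). Of 28 proliferation genes 19 were lower and 9 not past (25 lower when adjusted over the list alone), with Rrm2 at log2 -1.41 and Plk1 at log2 -1.84. Proliferation genes had a median of -1.08 (camera adjusted p = 9.32e-07, adjusted p = 0.493 with an estimated correlation). Of 13 hypertrophy genes 8 were lower and 5 not past (9 lower when adjusted over the list alone), with Nppb (1217 ± 183 against 603 ± 16.9 CPM, adjusted p = 0.00109), Nppa (log2 -1.07, adjusted p = 0.00476) and Fhl1 (log2 -1.47). Myh7 (log2 -0.80, adjusted p = 0.0723) and Acta1 (log2 0.17, adjusted p = 0.805) did not pass. Hypertrophy genes had a median of -0.93 (camera adjusted p = 0.00216, adjusted p = 0.311 with an estimated correlation). Of 13 inflammatory genes 8 were lower (9 lower when adjusted over the list alone), with Socs3 at log2 -2.42 and Ptx3 at log2 -1.90. Inflammatory genes had a median of -1.14 (camera adjusted p = 0.00209, adjusted p = 0.493 with an estimated correlation). Of 26 serine, one-carbon, pentose and nucleotide synthesis genes 11 were lower and 1 higher (16 lower and 1 higher when adjusted over the list alone), with G6pdx at log2 -1.12 and Pgd at log2 -0.94. These synthesis genes had a median of -0.48 (camera adjusted p = 0.00216, adjusted p = 0.493 with an estimated correlation), and Pck2 did not pass (log2 -0.48, adjusted p = 0.0932). Adam8, a metalloproteinase, was lower by log2 -3.60, Spp1 by -5.31, Tnc by -3.58, Gpnmb by -3.76, Dcdc2a by -4.19 and Gbp1 by -3.41. The interferon, smooth muscle and glycolysis lists did not pass (camera adjusted p = 0.971, 0.787 and 0.521), with a positive camera sign although their medians were -0.20, -0.05 and -0.03, nor did fibroblast markers (adjusted p = 0.762), with a median of -0.12 and a mean of 0.01. Atrial markers, which stood high in cKO TAC 2, had a median of 1.42 with 1 of 6 past the threshold, also when adjusted over the list alone. The gene count was 1571 without floxed TAC 1, 1402 without floxed TAC 2 and 1400 without cKO TAC 1, where Myh6 missed the threshold at adjusted p = 0.127, 0.067 and 0.134. Of the 105 named genes past the threshold, 63 kept it without every library.

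The genotype by surgery interaction tests whether the TAC response itself differed between genotypes. Matrix, macrophage and natriuretic peptide genes rose less in cKO hearts, and genes of fatty acid oxidation and contraction fell less. Nppb rose 15.9-fold in floxed and 1.63-fold in cKO hearts, as ratios of CPM + 1, from a higher sham level in cKO hearts (interaction log2 -3.29 ± 0.17, adjusted p = 6.26e-05). Scn4b fell from 73.2 ± 14.5 to 3.79 ± 1.15 CPM in floxed hearts and was at 43.3 ± 1.20 and 39.9 ± 2.56 CPM in cKO sham and TAC hearts (interaction log2 3.85 ± 0.27, adjusted p = 0.000343). By limma 1851 genes passed, 647 with a positive and 1204 with a negative interaction. The balance of signs depends on the scaling, with 844 positive and 915 negative under RLE, 897 and 883 under TMM and 845 and 735 by edgeR.

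Of 34 matrix genes 26 had a negative interaction and 8 did not pass (32 negative when adjusted over the list alone), with Ctgf (log2 -3.58 ± 0.24, adjusted p = 0.000314), Loxl2 (log2 -2.22), Fstl1 (log2 -1.57) and Mfap5 (log2 -1.78). Matrix genes had a median of -1.80 (camera adjusted p = 2.58e-14, adjusted p = 0.445 with an estimated correlation). Of 15 macrophage markers 11 were negative (13 when adjusted over the list alone), with Ccr2 at log2 -2.74 and Tyrobp at log2 -1.70. Macrophage markers had a median of -1.32 (camera adjusted p = 4.46e-07, adjusted p = 0.445 with an estimated correlation). Of 13 hypertrophy genes 5 were negative (7 when adjusted over the list alone), including Nppa (log2 -1.56 ± 0.27, adjusted p = 0.00953). Hypertrophy genes had a median of -0.77 (camera adjusted p = 0.00231, adjusted p = 0.329 with an estimated correlation), while Acta1 (log2 0.38 ± 0.61, adjusted p = 0.714) and Myh7 (log2 -0.51 ± 0.41, adjusted p = 0.437) did not pass. Of 27 fatty acid oxidation genes 23 were positive (26 when adjusted over the list alone), with Acot2 (log2 2.26 ± 0.25), Acsl1 (log2 1.54), Cpt2 (log2 1.40) and Eci1 (log2 1.21). Fatty acid genes had a median of 1.12 (camera adjusted p = 4.97e-22, adjusted p = 0.329 with an estimated correlation). Of 30 oxidative phosphorylation genes 8 were positive (24 when adjusted over the list alone), with Ndufs1 at log2 0.87. Oxidative phosphorylation genes had a median of 0.50 (camera adjusted p = 1.37e-13, adjusted p = 0.445 with an estimated correlation). Of 17 contraction genes 12 were positive, also when adjusted over the list alone, with Kcnj3 (log2 2.24), Kcnip2 (log2 1.69), Atp2a2 (log2 1.40 ± 0.25, adjusted p = 0.0111) and Myh6 (log2 1.75 ± 0.44, adjusted p = 0.0309). Contraction genes had a median of 0.85 (camera adjusted p = 7.66e-10, adjusted p = 0.329 with an estimated correlation). Of 12 cardiomyocyte markers 4 were positive (5 positive and 1 negative when adjusted over the list alone), with Myl2 at log2 1.54 and Ckm at log2 1.27. Cardiomyocyte markers had a median of 0.37 (camera adjusted p = 0.00837, adjusted p = 0.445 with an estimated correlation).

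Of 13 inflammatory genes 3 had a negative interaction (7 when adjusted over the list alone), with Socs3 at log2 -2.56 and Ptx3 at log2 -2.05. Inflammatory genes had a median of -0.99 (camera adjusted p = 0.00837, adjusted p = 0.596 with an estimated correlation and 0.0509 without floxed TAC 2). Of 26 serine, one-carbon, pentose and nucleotide synthesis genes 4 were negative (8 negative and 1 positive when adjusted over the list alone), with G6pdx at log2 -1.31. These synthesis genes had a median of -0.54 (camera adjusted p = 0.00939, adjusted p = 0.612 with an estimated correlation), and Pck2 did not pass (log2 -0.63 ± 0.27, adjusted p = 0.141). Of 28 proliferation genes 1 was negative, Aurka at log2 -1.60, also when adjusted over the list alone. Proliferation genes had a median of -0.82 (camera adjusted p = 0.00939, 0.648 with an estimated correlation, 0.132 with a pseudocount of 0.1, and 0.0744, 0.110 and 0.0927 without floxed sham 1, cKO sham 1 and cKO TAC 1). Of 6 skeletal muscle markers 3 were positive (4 positive and 1 negative when adjusted over the list alone), with Myh2 at log2 1.45 and Myh4 at log2 1.47. Skeletal muscle markers had a median of 1.30 (camera adjusted p = 0.0244, 0.445 with an estimated correlation, 0.0575 under TMM and 0.070 without cKO TAC 1). Let-7 targets did not pass as a list (median -0.27, camera adjusted p = 0.514), and 3 of 18 were negative (5 when adjusted over the list alone), among them Myc (log2 -2.78) and Igf2bp2 (log2 -1.59). Fibroblast, smooth muscle and glycolysis lists did not pass (camera adjusted p = 0.945, 0.945 and 0.601), with a positive camera sign although their medians were -0.20, -0.18 and -0.01, and relative to the all-gene median of -0.13 the glycolysis median was 0.12.

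The 8 largest negative interactions were Dcdc2a (log2 -6.79), Gbp1 (log2 -6.77), Wdr92 (log2 -5.64), Spp1 (log2 -4.87), Pygl (log2 -4.26), Stbd1 (log2 -4.12), Ctgf and Adam8 (log2 -3.56), and the 8 largest positive ones Fmn1 (log2 5.32), Ces1d (log2 3.94), Scn4b, Inmt (log2 3.22), Egf (log2 3.03), Mylk4 (log2 2.77), Scn4a (log2 2.66) and Fbp2 (log2 2.63). Gbp1 went from 0.16 ± 0.141 to 12.1 ± 1.60 CPM in floxed hearts and from 12.6 ± 9.26 to 0.226 ± 0.00696 CPM in cKO hearts. Postn (log2 -1.45 ± 0.32, adjusted p = 0.0194) and Col1a1 (log2 -2.38 ± 0.46, adjusted p = 0.0134) also had negative interactions. The gene count was 254 and 608 without floxed sham 1 and 2, 703 and 735 without floxed TAC 1 and 2, 1079 and 1174 without cKO sham 1 and 2, and 983 and 2919 without cKO TAC 1 and 2. Of the 93 named genes past the threshold, 29, including Nppb, Ctgf, Scn4b, Acot2, Ccr2 and Kcnj3, kept it without every library. Without floxed sham 1 the adjusted p was 0.0544 for Nppa, 0.0615 for Atp2a2, 0.135 for Myh6, 0.089 for Postn, 0.0687 for Col1a1, 0.0524 for Spp1, 0.0604 for Fmn1 and 0.0617 for Wdr92. On recovered reads Spp1 had an adjusted p of 0.728 in edgeR and also missed the threshold in DESeq2 and limma-voom. Fmn1 missed it in limma-voom. Stbd1 missed the threshold without each library except floxed sham 2, with a pseudocount of 0.1, in edgeR and in DESeq2 (adjusted p = 0.282).

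**Figure D3:**
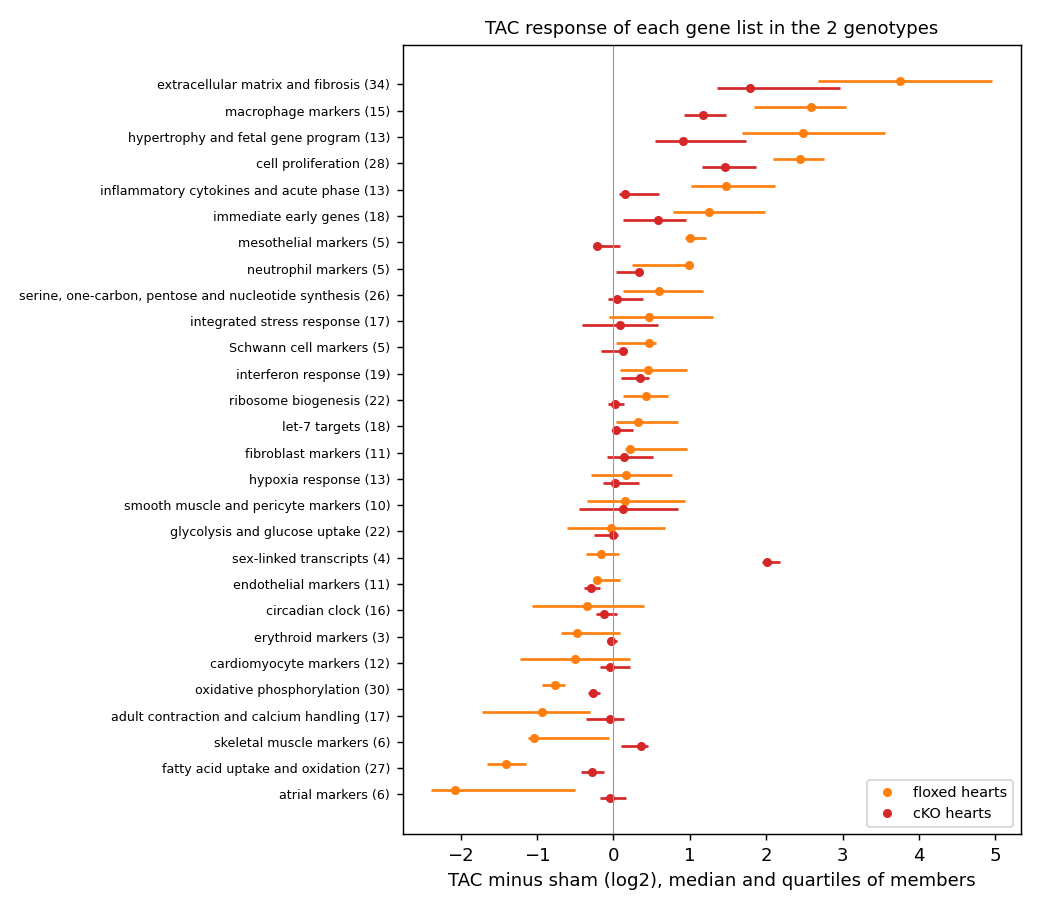
Median (point) and quartiles (line) of the log2 TAC response over the members of each of 28 gene lists, floxed hearts in orange and cKO hearts in red, with the number of members tested in brackets. The matrix list has medians of 3.75 in floxed and 1.79 in cKO hearts and the fatty acid list -1.41 and -0.28.

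Averaged over genotypes, TAC raised matrix, macrophage, proliferation and hypertrophy genes and lowered fatty acid oxidation genes. By limma 4710 genes passed, 3028 higher and 1682 lower (2524 and 2256 under RLE, 2535 and 2207 by edgeR). Postn rose by log2 4.32 ± 0.16 (adjusted p = 1.45e-06) and Acadm fell by 1.03 ± 0.08 on the log2 scale (adjusted p = 3.17e-05). All 34 matrix genes were higher and 25 of 27 fatty acid genes were lower, with 34 and 26 when adjusted over the list alone (camera adjusted p = 8.03e-25 and 6.13e-19, adjusted p = 0.387 for each with an estimated correlation). Macrophage markers were higher for 15 of 15, proliferation genes for 27 of 28 and hypertrophy genes for 12 of 13, the same when adjusted over the list alone (camera adjusted p = 1.5e-11, 2.87e-13 and 7.07e-09, and 0.387, 0.387 and 0.126 with an estimated correlation). Averaged over surgeries, 689 genes differed between cKO and floxed hearts, 293 higher and 396 lower (314 and 363 under RLE), whereas more genes were higher by edgeR (314 and 246), limma-voom (289 and 189) and DESeq2 (574 and 528). Oxidative phosphorylation was higher in cKO hearts for 16 of 30 genes and macrophage markers lower for 11 of 15, or 29 and 15 when adjusted over the list alone (camera adjusted p = 3.91e-23 and 3.89e-12, adjusted p = 0.382 for each with an estimated correlation). Because the interaction passed for many of these genes, such averages combine unlike differences. The averaged genotype count was 3, 0, 141, 55, 155, 333, 276 and 1723 without floxed sham 1 and 2, floxed TAC 1 and 2, cKO sham 1 and 2 and cKO TAC 1 and 2, in that order. The limma fit with 0 genes, without floxed sham 2, had 2099 genes at an unadjusted p under 0.05.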

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

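The slope and each test of an explanation in this part were chosen only after the TAC responses were seen, although for single cKO libraries and for a response scaled by 1 slope the deciding bounds were set before their own values were seen. The results here drew attention because a test of the interaction between genotype and surgery found a different TAC response in floxed and cKO hearts.

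The TAC response was smaller in cKO hearts over much of the transcriptome, with a slope of 0.316 on the floxed response. Against library scaling, which shifts all genes one way, interactions past the threshold lay on both sides, 647 positive and 1204 negative. Against dependence on a single cKO library, the slope was at most 0.417 when 1 of the 4 was left out (without cKO TAC 1; 0.209 without cKO TAC 2). Against dilution of cardiomyocyte RNA by all other cells alike, the markers of other cells moved apart in the interaction, with medians of -1.32 (quartiles -1.75 to -0.78) for macrophages and -0.18 (-0.45 to -0.02) for endothelium, a gap of log2 1.14. A smaller rise of macrophages alone stays open as part of the pattern. A weaker pressure load in the cKO hearts stays open. Scaling the floxed response by 1 slope left only 6 of 13120 genes (0.05%) departing, 3 above and 3 below, although 1203 had an unadjusted p under 0.05. Simulated responses that were not proportional gave 407 or 1297 departures. In these, 50% or 33.3% of 5562 genes responded with a slope of 0.633 or 0.949, and the rest did not respond. Of 600 genes changed over 4-fold, 209 or 333 departed. Milder differences in slope were not simulated, so the 6 departures do not show that 1 slope holds for all genes. List medians in cKO and floxed hearts were 1.46 and 2.44 for proliferation and 1.79 and 3.75 for matrix. For fatty acid oxidation they were -0.28 and -1.41, and for contraction -0.05 and -0.94. These shares of the floxed response are unequal, and departures of whole lists from 1 slope were not tested. A weaker response to the same load, through the loss of Lin28a, could give the same values, and the load of each heart is not analysed here, so the data are consistent with either.

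A few genes moved in opposite directions with TAC in the genotypes, with interactions of log2 -2.42 for Cnga3, -6.79 for Dcdc2a, -6.77 for Gbp1, -2.12 for Igfbp3, 1.63 for Manba and -4.26 for Pygl. An exchange of sham and TAC labels between cKO libraries is argued against by Postn, whose lowest cKO TAC library was 8.13 times the highest cKO sham library. An exchange of genotype labels within 1 surgery stays open and would also bear on the smaller TAC response: Gbp1 was at 0.16 and 0.226 CPM in floxed sham and cKO TAC hearts and at 12.1 and 12.6 CPM in floxed TAC and cKO sham hearts, and Lin28a was not analysed here. Against it speaks a single gene, 2210407C18Rik, which was lower in cKO hearts in both surgeries (log2 -2.82 in sham and -0.99 in TAC hearts). Its values were 7.98 and 6.96 CPM in floxed sham and 0.194 and 0.199 CPM in cKO sham libraries. They were 6.54 and 3.34 CPM in floxed TAC and 2.04 and 1.73 CPM in cKO TAC libraries. By limma-voom 0 genes were lower in cKO sham hearts, so this gene missed the threshold there. It passed in sham hearts under RLE, TMM and edgeR. It missed the threshold without floxed sham 1, without floxed sham 2 and without cKO sham 2, fits that each leave 1 library in a group. As a single gene chosen after its values were seen, it does not decide the question. False calls stay open, as 2 of the 6, Dcdc2a and Gbp1, were past an adjusted p of 0.01 in both TAC comparisons and the others were not. By limma-voom Gbp1 missed the threshold for TAC in cKO hearts. Differences between the few animals, such as in genetic background, infection or time of day, may also produce such values and were not tested.

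Nppb was already high in cKO sham hearts, and its interaction was log2 -3.29. Against atrial tissue, cKO sham 1 had Nppb 4.73 times the highest floxed sham library while its Myl7 was 5.14 CPM, below the 6.16 CPM of the lower floxed sham library. Against the library with Xist as the source, Nppb differed 4.79-fold without cKO sham 2 (adjusted p = 0.00361). Against a low-level TAC program over all genes in cKO sham hearts, the slope of the sham genotype difference on the floxed TAC response was 0.068 after removal of the shared sham noise, and 0.096 before. A TAC-like change of a few genes stays open: 6 of the 6 genes higher in cKO sham hearts also rose with TAC in floxed hearts, against 27.9% of all genes, but both comparisons share the floxed sham libraries, where low values raise both, so this count does not decide it. An exchange of genotype labels between the sham hearts, left open above, also stays open here, as it would reverse the sign of the Nppb difference. An effect of the loss of Lin28a on Nppb without pressure overload is a candidate explanation, found and tested on the same 4 sham libraries. Litter or age were not tested.

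Other interactions past the threshold were positive for Fmn1 (log2 5.32), Ces1d (3.94), Scn4b (3.85), Inmt (3.22), Egf (3.03), Mylk4 (2.77), Scn4a (2.66) and Fbp2 (2.63), and negative for Wdr92 (-5.64), Spp1 (-4.87), Stbd1 (-4.12), Ctgf (-3.58) and Adam8 (-3.56). In hypertrophy, contraction and matrix genes they were -1.56 for Nppa, 1.75 for Myh6, 1.40 for Atp2a2, 2.24 for Kcnj3, 1.69 for Kcnip2, -1.45 for Postn, -2.38 for Col1a1 and -2.22 for Loxl2. In metabolic genes they were 2.26 for Acot2, 1.54 for Acsl1, 0.87 for Ndufs1, 0.85 for Ndufa10, -1.31 for G6pdx and -0.94 for Pgd. In the remaining lists they were -1.60 for Aurka, -2.56 for Socs3, -2.05 for Ptx3, 1.54 for Myl2, 1.27 for Ckm, -2.74 for Ccr2, -1.70 for Tyrobp, 1.45 for Myh2 and 1.47 for Myh4. Of the 8 fits without 1 library, 7 missed the threshold for Stbd1, Myh6 and Pgd, 6 for Aurka, 5 for Postn, 4 for Ndufa10 and Myh4, 3 for Ptx3, 2 for Fbp2, Wdr92, Atp2a2, Col1a1, Ndufs1, G6pdx and Myh2, and 1 for Fmn1, Spp1, Nppa and Socs3. The sizes for Fmn1, Wdr92 and Stbd1 depend on libraries that differ within a group. Fmn1 was at 32.9 and 3.5 CPM in cKO TAC 1 and 2, and Wdr92 at 74.4 and 584.2 CPM in cKO sham 1 and 2. Stbd1 was at 0.1 and 8.3 CPM in floxed sham 1 and 2. List medians of the interaction were -0.77 for hypertrophy, 0.85 for contraction, -1.80 for matrix, 1.12 for fatty acid oxidation, 0.50 for oxidative phosphorylation, -0.54 for serine and nucleotide synthesis, -0.82 for proliferation, -0.99 for inflammatory genes, 0.37 for cardiomyocyte markers, -1.32 for macrophage markers and 1.30 for skeletal muscle markers.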

How the results depend on the processing

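TMM factors, the edgeR test, the fit without the 3 libraries with atrial transcripts, and the repeats of list tests, slope and most overlap counts were chosen only after the results were seen. Of 358 calls of a named gene in a comparison, 0 reversed, 49 lost the threshold under at least 1 alternative with all 8 libraries and 143 when 1 library was left out. The count of genes past the threshold stayed within 1.5 times under RLE, TMM, both other filters, the pseudocount of 0.1, the block and edgeR for all 7 comparisons, for instance 5579, 340, 8, 3172 and 1759 under RLE in the order floxed TAC, cKO TAC, sham genotype, TAC genotype and interaction. The share of higher genes moved more, in the interaction from 35% to 48% under RLE and 53.5% by edgeR. It moved under limma-voom to 133 for cKO TAC, 2 for the sham genotype comparison and 125 for the overlap, and under DESeq2 to 687, 53 and 621 and to 1102 for the averaged genotype comparison. With only the 4 libraries compared, cKO TAC had 45 genes and the overlap 41. Without the 3 libraries with atrial transcripts, cKO TAC had 53 genes, the overlap 37, the averaged TAC comparison 2905 and the slope was 0.183, with fewer libraries in each fit. An adjusted p under 0.01 gave 3662 for floxed TAC, 82 for cKO TAC, 1 for the sham comparison, 1334 for the TAC genotype comparison, 302 for the interaction, 2896 for averaged TAC and 16 for averaged genotype, and an adjusted p under 0.10 gave 647 for cKO TAC, 3105 for the interaction, 1487 for averaged genotype and 587 for the overlap, by construction. Leaving out each library in turn gave 3618 (without floxed sham 1) to 5919 genes for floxed TAC, 71 (without cKO sham 2) to 615 (without cKO TAC 1) for cKO TAC, 1 (without floxed sham 1) to 15 (without cKO sham 1) for the sham comparison, 1400 (without cKO TAC 1) to 3622 for the TAC genotype comparison, 254 (without floxed sham 1) to 2919 (without cKO TAC 2) for the interaction, 3344 to 4941 for averaged TAC, 0 (without floxed sham 2, limma, with 2099 genes at an unadjusted p under 0.05) to 1723 (without cKO TAC 2) for averaged genotype, 66 (without cKO sham 2) to 577 (without cKO TAC 1) for the overlap and 0.209 (without cKO TAC 2) to 0.417 (without cKO TAC 1) for the slope. The other libraries whose loss moved these counts by over 1.5 times stand beside each comparison. Lists past the threshold by camera numbered 12, 8, 6, 10 and 11 in the order above. By fry, which tests a list against no change and not against other genes, 17, 4, 0, 12 and 7 passed. By camera they numbered 0, 1, 0, 0 and 0 with an estimated correlation, and without 1 library 12 to 13, 8 to 10, 2 (without floxed sham 2) to 7, 10 to 12 and 9 to 14, and 3 in the sham comparison without cKO sham 2. Of 47 list calls, 43 stayed past the threshold under RLE, 4 missed it and 0 reversed. Signs reversed for the sex-linked list in sham hearts, with an adjusted p from 3.09e-21 (without cKO sham 1) to 0.331 (without cKO sham 2, reversed), and for genes that did not pass, given with their range over the fits without 1 library. In cKO TAC these were Pck2 without cKO sham 1 (log2 -0.03, up to 0.37) and Myh6 without cKO TAC 1 (-0.12, up to 0.73). In the sham comparison they were Pck2 without cKO sham 2 (-0.05, up to 0.35) and without the atrial libraries (-0.07), Myh7 without floxed sham 1 (0.01) and cKO sham 1 (0.01, down to -0.59), Acta1 without cKO sham 2 (0.38, down to -0.79) and the atrial libraries (0.20), Postn without cKO sham 1 (0.05, down to -0.39) and Col1a1 without floxed sham 1 (-0.01, up to 0.32). In the TAC genotype comparison they were Acta1 without floxed TAC 1 (-0.45) and cKO TAC 1 (-0.05, up to 0.80), and in the interaction Myh7 without the atrial libraries (0.39) and Acta1 without floxed TAC 1 (-0.25) and cKO sham 2 (-0.21). Except where noted, the cause was not tested. Depth limits genes near 3 reads, 0.137 to 0.291 CPM, such as Gbp1 and Dcdc2a in floxed sham hearts.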

Other observations

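The gene groups of the next paragraph were chosen after their values were seen, as were the tests of neighbouring genes and of genotype splits within each surgery, whereas the test of sham and TAC splits was chosen before.

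Genes of MHC class II antigen presentation (Cd74, H2-Ab1, H2-Aa and H2-Eb1) rose with TAC in floxed hearts, 4 of 4, by log2 1.67 to 1.83. In cKO hearts 0 of 4 passed, with log2 values of -0.48, -0.57, -0.51 and -0.49, and all 4 had a negative interaction, from log2 -2.15 to -2.33 (limma adjusted p = 0.00415 to 0.00583), which passed without each of the 8 libraries and lay at log2 -2.03 to -2.21 under RLE scaling. Macrophage markers moved the same way in floxed hearts (median 2.58, 15 of 15 higher) and in the interaction (median -1.32, 11 of 15 negative). In cKO hearts they differed from the MHC class II genes, as macrophage markers still rose there (median 1.17, 12 of 15 higher). Heat shock genes followed in floxed hearts, with 6 of 6 higher, and 5 of 6 had a negative interaction. The chaperone gene Hspa1a rose by log2 3.20 in floxed hearts and was at log2 -0.22 in cKO hearts (interaction -3.41 ± 0.41), and Hspb1 rose by log2 2.31 with an interaction of -1.82. Hspa8, with an interaction of log2 -0.82, missed the threshold under RLE (adjusted p = 0.0512) and TMM (adjusted p = 0.0565) and without 5 of the 8 libraries (highest adjusted p = 0.112), and Dnajb1 rose in both genotypes by log2 1.21 and 1.01 (interaction -0.19, adjusted p = 0.529). Of 6 cytoskeletal genes, all were higher in floxed TAC hearts, 0 passed in cKO hearts and 6 had a negative interaction, with the neuronal-type tubulin Tubb3 at log2 4.84 in floxed and 1.43 in cKO hearts (interaction -3.41 ± 0.51) and Tubb2b at 3.51 and 0.61. Without single libraries the interaction passed in 3 of 8 fits for Actg1 (highest adjusted p = 0.0782), 5 for Actb (0.0767) and 6 for Tuba1a (0.0718). Not all genes differed in response: the chemokine gene Ccl8 rose by log2 3.19 in floxed and 3.12 in cKO hearts, with an interaction of -0.08 ± 0.31 (adjusted p = 0.891).

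Other splits of the 8 libraries into 4 against 4, in a fit of 2 groups, argued against chance for TAC against sham. The real split gave 1731 genes, the highest of the others 1, and 1 of the 35 splits gave as many. Each other split put sham and TAC libraries in the same group, which widens the spread and lowers its count. Genotype was tested by a different scheme, so the 2 results cannot be compared. For cKO against floxed the genotype labels were exchanged within each surgery, in fits of 4 groups, which gives 18 splits, too few for a share under 0.05: the real split gave 689 genes, the highest of the others 1851, and 3 of the 18 gave as many. The split with 1851 genes exchanges the genotypes in 1 surgery alone and so counts the interaction.

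Some core clock transcripts differed between libraries of the same group. Arntl was at 7.85 and 0.796 CPM in cKO sham 1 and 2 and at 1.38 and 5.53 CPM in cKO TAC 1 and 2. Dbp differed in cKO sham (35.9 and 121 CPM) but not in cKO TAC libraries (58.2 and 55 CPM), and Nr1d1 in cKO TAC (55.5 and 273 CPM) but not in cKO sham libraries (281 and 275 CPM). In floxed sham libraries Dbp was at 108 and 115 CPM and Nr1d1 at 171 and 167 CPM, but Arntl at 0.973 and 0.24 CPM. In floxed TAC libraries Arntl was at 7.13 and 4.13 CPM, Dbp at 32.4 and 52.3 CPM and Nr1d1 at 114 and 163 CPM. A hypothesis that alleles differing between single hearts produce neighbouring genes with large differences within groups was tested: 3 related pairs within 2 Mb were found among 200 genes with the largest spread, where random positions gave a median of 5 (one-sided permutation p = 0.884), which argues against it.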
